# Genome-wide identification of novel ovarian-predominant miRNAs: new insights from the medaka (*Oryzias latipes*)

**DOI:** 10.1038/srep40241

**Published:** 2017-01-10

**Authors:** Amine Bouchareb, Aurélie Le Cam, Jérôme Montfort, Stéphanie Gay, Thaovi Nguyen, Julien Bobe, Violette Thermes

## Abstract

MicroRNAs (miRNAs) are small, highly conserved non-coding RNAs that play important roles in the regulation of many physiological processes. However, the role of miRNAs in vertebrate oocyte formation (*i.e.,* oogenesis) remains poorly investigated. To gain new insights into the roles of miRNAs in oogenesis, we searched for ovarian-predominant miRNAs. Using a microarray displaying 3,800 distinct miRNAs originating from different vertebrate species, we identified 66 miRNAs that are expressed predominantly in the ovary. Of the miRNAs exhibiting the highest overabundance in the ovary, 20 were selected for further analysis. Using a combination of QPCR and *in silico* analyses, we identified 8 novel miRNAs that are predominantly expressed in the ovary, including 2 miRNAs (miR-4785 and miR-6352) that exhibit strict ovarian expression. Of these 8 miRNAs, 7 were previously uncharacterized in fish. The strict ovarian expression of miR-4785 and miR-6352 suggests an important role in oogenesis and/or early development, possibly involving a maternal effect. Together, these results indicate that, similar to protein-coding genes, a significant number of ovarian-predominant miRNA genes are found in fish.

Oogenesis and early embryogenesis are highly regulated and coordinated biological processes requiring a large network of gene interactions and tightly regulated genes. During oogenesis, maternal transcripts and proteins are produced and accumulated in oocytes to prepare for meiosis resumption and early embryo development^1^. Genes that exhibit an oocyte-predominant expression pattern have important functions during oogenesis and early embryogenesis^2^,^3^,^4^. These genes are also called oocyte-specific genes^2^.

MicroRNAs (miRNAs) are small non-coding RNAs (19–24 nt) that modulate gene expression at the post-transcriptional level by repressing mRNA translation or by regulating mRNA degradation. Most miRNAs are evolutionarily conserved and play important roles in many physiological and pathological processes^5^,^6^,^7^. The contribution of miRNAs to oogenesis and early embryo development was demonstrated in mice with the report of an arrest of zygotic development after the loss of specific maternal miRNAs and infertility in Dicer1-deficient females^8^,^9^. It was also shown that a specific miRNA, miR-430, is responsible for maternal mRNA clearance during the embryonic development of zebrafish^10^. Many studies have reviewed the critical roles played by miRNAs in controlling the expression of genes essential for folliculogenesis and early embryogenesis^11^,^12^,^13^,^14^. Significant efforts have been made to identify ovarian miRNAs using microarrays or high-throughput sequencing^15^,^16^,^17^,^18^,^19^. However, no comprehensive overview on the ovarian miRNome is available. Additionally, data on ovarian-predominant miRNAs and on the roles of individual miRNAs during oogenesis and early embryonic development remain scarce, especially in non-mammalian models. Based on the hypothesis that ovarian-predominant miRNA genes would also play important roles in oogenesis and/or in early development similar to protein-coding genes, we searched for ovarian-predominant miRNAs in medaka (*Oryzias latipes*). To this end, we designed a miRNA microarray displaying most of the vertebrate miRNAs available in miRBase. We used this microarray to analyze the expression of miRNAs in 10 different tissues. Here, we report the identification of 66 miRNAs that are significantly overabundant in the ovary in comparison to other tissues. Using a combination of QPCR and *in silico* analyses, we identified 8 miRNAs that are predominantly expressed in the ovary, including 2 miRNAs that exhibit strict ovarian expression. Of these 8 miRNAs, 7 were previously uncharacterized in fish. Together, these results indicate that a significant number of ovarian-predominant miRNA genes are found in fish, similarly to protein-coding genes. The strict ovarian expression of miR-4785 and miR-6352 suggests important roles in oogenesis or early development, possibly involving maternal effects. Our findings provide new insights into the participation of ovarian-specific miRNAs in oogenesis and/or early embryo development.

## Results

### Identification of novel ovarian-predominant miRNAs using microarray

To identify ovarian-predominant miRNAs in medaka, we performed a miRNA microarray experiment using a generic microarray that displayed a large repertoire of vertebrate miRNA sequences as previously described^20^. 

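Total RNA from 10 tissues of adult medaka was hybridised to a custom Agilent array read in 1 colour (Cy3), with 1 sample per array. There were 4 samples of each tissue except the liver, for which 3 samples were analysed, giving 39 arrays. The ovary and the 8 other organs came from 4 females and the testis from 4 males, so that samples of 1 tissue came from separate fish. The array carried 3800 entries, an entry being 1 mature miRNA of 1 vertebrate species, and each entry was measured by 16 features (spots) bearing 1 to 4 probe sequences of slightly different length. The share of features at 3 times the local background or more had a median of 16.6% per array. It was 14.8% to 17.0% on the ovary arrays, 12.3% to 19.3% on the testis arrays, 17.7% to 24.8% on the gill arrays and 7.53% to 9.72% on the liver arrays. On the heart arrays it was 12.7% to 20.9%, on the intestine arrays 12.1% to 18.8%, on the kidney arrays 7.96% to 21.7% and on the muscle arrays 7.68% to 19.5%. Bone replicate 2 (3.07%, other bone arrays 16.3% to 17.9%) and brain replicate 2 (100%, other brain arrays 9.25% to 16.2%) stood apart, and each count was also computed without these arrays and testis replicate 4. No feature was saturated. The authors scanned the arrays, read the features with Agilent's software, and used the median signal per feature with quantile normalization. Here the median signals were log2-transformed and quantile-normalized, and features marked as outliers by the scanner software were left out. Features were kept where the signal was at least 3 times the local background in at least 3 samples of 1 tissue, which left 15735 features. Each feature was tested with limma, ovary against the mean of the other 9 tissue means, with Benjamini-Hochberg adjustment. A miRNA entry was called ovarian-predominant when at least 8 of its 16 features were more than 2-fold higher in the ovary at an adjusted p under 0.005, and strongly so at more than 10-fold. The level of an entry is the mean of the normalized log2 signals of its kept features, and fold changes, standard errors (SE) and adjusted p-values of single entries come from limma on these levels. Because the signals were not background-subtracted, fold changes of dim entries are compressed. Where an entry was not well above background on any array of a tissue, the fold is given as a lower bound, with that tissue set to the dimmest signal well above background on each of its arrays. Such a bound allows for the dim tissues only and not for the spread between samples. The number of arrays limits the precision. The arrays lay on 5 slides scanned in 2 sessions, and ovary replicate 1 and testis replicate 4 were the only gonad samples of scan 1, so values with the slide as a block and within each scan are given beside the counts.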

The workflow applied to analyse the resulting dataset is described in Fig. 1. 

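Of the 1033 entries with enough signal for a test, 109 entries carrying 91 distinct miRNA names were higher in the ovary than in the mean of the other tissues. The human entry hsa-miR-4713-3p had a level of 12.48 ± 0.52 (SD, n = 4) in the ovary and of 9.14 ± 0.34 (SD, n = 3) in the liver, the tissue with the next highest level. Its log2 fold change over the mean of the other tissues was 5.04 (SE 0.22, limma adjusted p = 7.2e-20). Similarly, hsa-miR-6717-5p was 25.1-fold higher (adjusted p = 5.8e-18), hsa-miR-4716-3p 24.3-fold higher (adjusted p = 5.0e-19) and mmu-miR-697 22.3-fold higher (adjusted p = 3.1e-19). These are array signals, and by QPCR the paper found no ovarian overexpression of hsa-miR-4713-3p and hsa-miR-4716-3p. For hsa-miR-6717-5p and mmu-miR-697 the paper's QPCR gave more than 1 product and allowed no conclusion. A smaller change was found for dre-let-7g of the let-7 family, which was chosen after its values were seen. Its log2 fold change was 1.09 (SE 0.23, adjusted p = 0.00031), with levels of 13.30 in the ovary and 12.98 in the brain. It was not called for the ovary against brain, heart, kidney, liver or testis singly. The medaka entry ola-let-7g was not called for the ovary but was higher in the brain (log2 fold change 1.27, adjusted p = 0.00057). The median fold over the 109 entries was 4.59, and 69 of them were higher in every ovary sample than in every sample of the other tissues. At the level of single features, 1641 passed both thresholds. With the slide as a block 104 entries were called, on the arrays of scan 2 alone 100 entries, and on those of scan 1, which hold a single ovary sample, 23 entries. Without testis replicate 4, bone replicate 2 and brain replicate 2 the count was 111.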

Of the 3800 miRNAs present on the microarray, 66 miRNAs (corresponding to 71 probes) exhibited a significant ovarian-predominant expression (>2-fold, p < 0.005, Fig. 2, Supplemental Fig. S1). 

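Human entries made up 59 of the ovarian-predominant entries (475 tested), mouse entries 21 (189 tested) and rat entries 15 (64 tested). Zebrafish gave 6 entries of 92 tested, medaka 5 of 115, chicken 2 of 20 and common carp 1 of 30, and none of 31 Xenopus tropicalis entries was called. The 5 medaka entries, named after their values were seen, were ola-miR-143, ola-miR-145, ola-miR-187, ola-miR-21 and ola-miR-223. Of these, ola-miR-143 had a log2 fold change of 2.91 (SE 0.37, limma adjusted p = 5.1e-08), with levels of 13.68 in the ovary, 13.85 in the testis and 12.87 in the intestine. A log2 fold change of 2.44 (SE 0.15, adjusted p = 2.2e-15) was found for ola-miR-187, the 1 medaka entry that was also called against each of the other 9 tissues. For ola-miR-223, a miRNA of myeloid cells, the log2 fold change was 1.56 (SE 0.24, adjusted p = 1.7e-06), and its level was 9.68 in the kidney and 9.03 in the ovary. For ola-miR-21, 8 of 16 features passed, but the entry as a whole did not (log2 fold change 0.56, SE 0.25, adjusted p = 0.073). The zebrafish entries were dre-let-7g, dre-miR-10d-3p, dre-miR-145-5p, dre-miR-202-3p, dre-miR-31 and dre-miR-729, and the chicken entries gga-miR-1577 (log2 fold change 2.20, SE 0.20, adjusted p = 2.8e-11) and gga-miR-1466 (1.09, SE 0.17, adjusted p = 2.5e-06). Over all fish species 12 of 253 tested entries were called (4.74%), and over human, mouse and rat 95 of 728 (13.0%). Of all entries on the array these are 3.08% and 2.90%, and the filter on low signals is passed in part through the ovary signal itself, so no enrichment of mammalian entries is claimed. The share of entries on the array with enough signal for a test was 64.9% for fish and 22.2% for these mammals.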

Thirty-four of these miRNAs probes corresponded to human sequences, 16 to mice sequences, 14 to rat sequences, 4 to zebrafish sequences, 2 to chicken sequences and 1 to a medaka sequence. 

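At least 8 of 16 features were more than 10-fold higher in the ovary in 32 entries with 27 distinct names, among which the lowest fold of a whole entry was 6.53, and 29 of these entries were higher in every ovary sample than in every other sample. Among them, hsa-miR-4653-3p had a level of 10.17 ± 0.59 (SD, n = 4) in the ovary and of 6.88 ± 0.41 (SD, n = 3) in the liver, with a log2 fold change of 4.31 (SE 0.19, limma adjusted p = 1.4e-19). The human entries hsa-miR-6131 and hsa-miR-3198 were 22.2-fold and 20.9-fold higher in the ovary (adjusted p = 1.5e-17 and 6.5e-18), and hsa-miR-1288-3p was 17.0-fold higher (adjusted p = 7.1e-20). A difference of at least 13.0-fold was found for hsa-miR-892b (adjusted p = 1.2e-20), of at least 12.6-fold for rno-miR-345-3p (adjusted p = 1.0e-19) and of at least 9.23-fold for dre-miR-10d-3p (adjusted p = 5.8e-20), each of which had 1 or 2 tissues where it was not well above background. The zebrafish entry dre-miR-729 was at least 12.5-fold higher in the ovary (level 9.06 ± 0.40, SD, n = 4, adjusted p = 1.3e-20), with a bound because of 4 such tissues. The medaka entry of the same number, ola-miR-729, had a level of 5.24 ± 0.26 (SD, n = 4) in the ovary and 6.57 ± 0.78 (SD, n = 4) in the brain, and was not higher in the ovary (adjusted p = 0.695). In 24 of the 32 entries the liver was the tissue with the next highest level. The count was 20 after normexp background correction, 64 and 56 under scaling to the 75th percentile of the features detected on all arrays and of all features, and 6 where each of the other 9 tissues had to be exceeded 10-fold. It was 31 with the slide as a block, 30 on the arrays of scan 2 and 18 on those of scan 1.

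**Figure D1:**
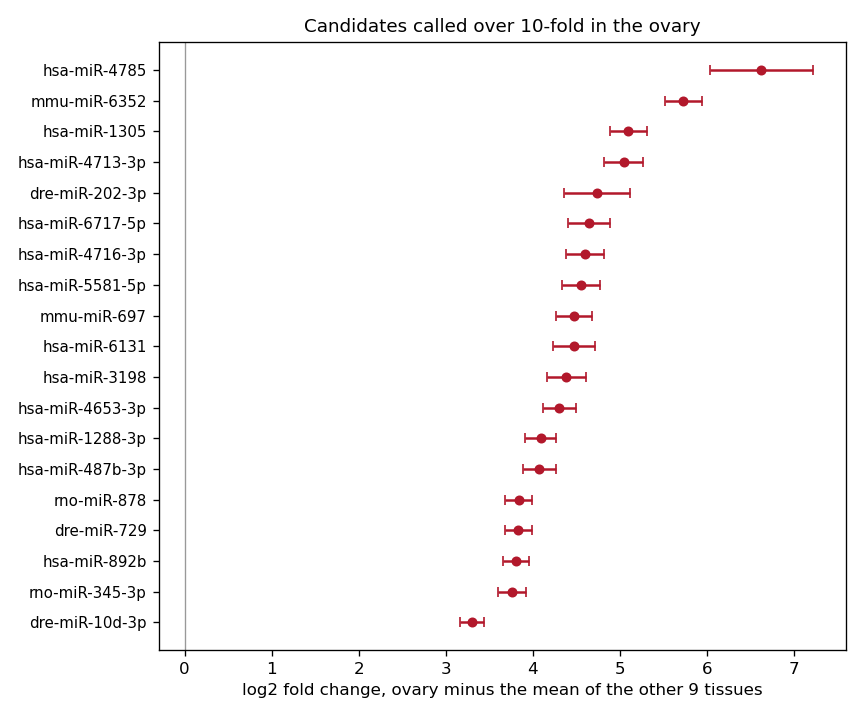
Log2 fold change (horizontal axis) of the 19 entries selected for further analysis that were called over 10-fold in the ovary, against the mean of the other 9 tissues. Points are the limma estimates on entry levels and bars their standard errors (4 ovary samples and 35 other samples), and the estimates run from 3.30 for dre-miR-10d-3p to 6.62 for hsa-miR-4785.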

For further analysis, we selected 20 miRNAs displaying dramatic ovarian-predominant expression (>10-fold, p < 0.005). Of these 20 miRNAs was zebrafish miR-202-3p (dre-miR-202-3p), which we selected despite its detection in both the ovary and testis (Fig. 3). 

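The zebrafish entry dre-miR-202-3p had a level of 10.82 ± 0.24 (SD, n = 4) in the ovary and of 8.79 ± 2.15 (SD, n = 4) in the testis. In the 31 samples of the 8 non-reproductive tissues its level was 5.71 ± 0.45 (SD), the highest tissue among them being the liver (6.68 ± 0.43, SD, n = 3). The testis samples spread widely, with 10.74, 9.97 and 8.59 in replicates 1 to 3 and 5.86 in replicate 4, which is near the level of the non-reproductive tissues. Between ovary and testis the log2 difference was 2.03 (SE 0.51, 4.08-fold, limma adjusted p = 0.0029). Without testis replicate 4 the log2 fold of dre-miR-202-3p, ovary over testis, was 1.05 (SE 0.31). This did not pass the test (adjusted p = 0.0118). On the arrays of scan 2 it was 1.10 (adjusted p = 0.0383), and with the slide as a block 1.87 (adjusted p = 0.0060). Under scaling to the 75th percentile of the detected or of all features the adjusted p was 0.0051 and 0.0093. Without ovary replicate 1, 2, 3 or 4 it was 0.0064, 0.0121, 0.0058 and 0.0083, and 0.0095 without testis replicate 3. None of these passed, while other alternatives kept the call. The log2 fold of dre-miR-202-3p in the ovary, against the mean of all other tissues, was 4.74 (SE 0.38, 26.6-fold, adjusted p = 1.1e-12). It was 4.59 with the slide as a block, 4.88 on the arrays of scan 1 and 4.69 on those of scan 2.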

Interestingly, the microarray profiles displayed two other probes (rno-miR-202-3p and mmu-miR-202-3p) that exhibited strict ovarian-predominance and suggested the presence of a miR-202 isomiR in medaka.

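The rat entry rno-miR-202-3p had a level of 10.44 ± 0.59 (SD, n = 4) in the ovary and of 6.21 ± 0.48 (SD, n = 4) in the testis, which is close to the 5.84 ± 0.59 (SD, n = 31) of the non-reproductive tissues. The ovary was 18.9-fold above the testis (limma adjusted p = 5.7e-15). The mouse entry mmu-miR-202-3p had 12.42 ± 0.46 (SD, n = 4) in the ovary and 7.76 ± 0.73 (SD, n = 4) in the testis, a 25.2-fold difference (adjusted p = 1.7e-11). The liver, with 9.50 ± 0.42 (SD, n = 3), was the tissue with the next highest level, and 1 kidney sample had 9.64. The difference between the zebrafish and the rat entry on the same array changed by -2.21 (SE 0.48) from testis to ovary on the log2 scale (limma, p = 8.0e-05; two-sided exact permutation test over 4 ovary and 4 testis samples, p = 0.143). For the zebrafish and the mouse entry the change was -2.63 (SE 0.53), with p = 2.7e-05 in the linear model and p = 0.0571 in the exact permutation test. Without testis replicate 4 the changes were -3.16 and -3.52, and with the slide as a block -2.30 and -2.68. On the arrays of scan 2 they were -3.01 and -3.39, and on those of scan 1, where testis replicate 4 is the only testis sample, 0.18 and -0.35. From the strictly ovarian profiles of the rat and mouse probes, the paper proposes a miR-202 isomiR in medaka.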

### Further QPCR validation of the most ovarian-predominant miRNAs

For the 20 ovarian-predominant miRNAs, tissue expression was analyzed by QPCR and compared to the profiles obtained in the microarray study. The expression profiles were generated using primers corresponding to heterologous miRNAs (*i.e.,* heterologous primers) originating from various vertebrate species and according to the sequences present on the microarray (Supplemental Fig. S2). In the QPCR analysis, 7 candidates exhibited an ovarian-predominant expression profile that was consistent with the microarray data (hsa-miR-4785, mmu-miR-6352, dre-miR-729, hsa-miR-4653, rno-miR-878, hsa-miR-487b and hsa-miR-1288); excepted dre-miR-729, these miRNAs were previously uncharacterized in fish (Fig. 4). The ovarian-predominant expression was especially strict for hsa-miR-4785, mmu-miR-6352, dre-miR-729 and hsa-miR-4653. It was less pronounced though still significant for rno-miR-878, hsa-miR-487b and hsa-miR-1288. The expression profile of dre-miR-202-3p revealed a strong and significant overabundance in the testis and ovary compared to other tissues. In contrast, 3 of the 20 miRNAs (mmu-miR-743a-3p, hsa-miR-4713-3p and hsa-miR-4716-3p) were expressed in all tissues at different levels without any overexpression in the ovary. For the other 8 candidates (hsa-miR-5581-5p, hsa-miR-3198, hsa-miR-6131, hsa-miR-6717-5p, rno-miR-345-3p, mmu-miR-697, hsa-miR-892b and dre-miR-10d-3p), QPCR resulted in more than one product, which made it impossible to conclude on their overexpression in the ovary. Finally, we failed at amplifying hsa-miR-1305 by QPCR.

### Identification of cognate medaka miRNA genes

To identify the cognate medaka miRNA sequences, we searched the medaka genome for miRNA genes that were orthologous to the miRNA sequences identified in the microarray analysis. For the 20 ovarian-predominant miRNAs candidates, corresponding sequences were aligned (BLAST) on the medaka genome. All 20 miRNAs had at least one match in the medaka genome with at least 90% identity over 86% of the query length. The best hits (from 2 to 4 depending on the candidate) were considered as potential loci for being the corresponding medaka miRNA gene(s) (Table 1). The surrounding genomic regions were used as templates to determine the potential whole precursor sequences and the secondary structures were computed for these sequences. *In silico* prediction of the hairpin structures supported the identification of 11 loci that encode for 10 miRNAs (Supplemental Fig. S3; Table 1). Among them, 3 are miRtrons (mir-6352, mir-1305 and mir-6717) that are present in the introns of ENSORLG00000017404, *fam171a1* (family with sequence similarity 171, member A1) and *shank1* (SH3 and multiple ankyrin repeat domains 1), respectively. One is in an exon in the protein-coding transcript of the *rasip1* gene (ras interacting protein 1), while 9 are intergenic miRNAs.

### Expression profiles of the mature medaka miRNAs

For each medaka genomic locus predicted for the 20 candidate miRNAs, we analyzed the expression profile of the corresponding mature miRNAs to confirm the ovarian-predominant expression previously obtained by the microarray analysis or by heterologous QPCR. For each locus, the corresponding medaka primer (*i.e.,* homologous primer) was designed for QPCR (Fig. 5 and Supplemental Fig. S4). MiR-202-3p exhibited a strong expression in both the ovary and testis compared with other tissues. Four loci exhibited strict ovarian-predominant expression of the mature sequences, including miR-4785-1, miR-4785-2, miR-6352-1 and miR-6352-2. Significant ovarian-predominant expression was also observed for miR-743a-2, even though it was detected in all tissues, especially the kidney. For the other loci (miR-729, miR-4653, miR-878, miR-487b, miR-1288 and miR-743a-1), overexpression in the ovary was not systematically significant when compared with other tissues. These 12 loci corresponded to 9 different miRNAs (Table 1). Three of them exhibited an ovarian–predominant expression profile (miR-4785, miR-6352 and miR-743a-2).

### Target prediction

MiR-4785 and miR-6352 were strictly ovarian-predominant when analyzed by QPCR using homologous or heterologous primers. To identify cellular processes putatively targeted by these 2 miRNAs, target genes were predicted using TargetScan and Miranda (Supplemental Fig. S6). A total of 11 and 17 common genes were identified for miR-4785 and miR-6352, respectively. The expression profiles of some putative targets were also examined in medaka using the PhyloFish tissue repertoire database (http://phylofish.sigenae.org)^21^, with a special interest for genes expressed in ovary (Supplemental Fig. S6).

## Discussion

Ovarian-predominant genes are known to play important roles in folliculogenesis, oocyte growth and maturation throughout oogenesis and in early embryo development^22^,^23^,^24^. While most studies have been conducted in mammals, studies in fish have shown that many oocyte-specific genes could also be found in fish^25^,^26^. Oocyte-specific features are typical of maternal-effect genes and play key roles in early embryonic development. For instance, Nucleoplasmin (*Npm2*) is a maternal-effect gene required for embryonic development beyond zygotic genome activation (ZGA) in both mice and zebrafish^3^,^27^. Along with other evidence, this suggests that oocyte-specific genes would be conserved in vertebrates both in terms of function and expression pattern (*i.e.,* oocyte-specific expression). Therefore, our working hypothesis was that ovarian-predominant miRNA genes would also play important roles in oogenesis and early embryonic development in a similar manner to protein-coding genes. In the present study, we were able to identify 66 miRNAs exhibiting ovarian-predominant expression. Of the 66 ovarian-predominant miRNAs selected from the microarray data, 10 miRNAs (including mmu-miR-743a, rno-miR-878 and hsa-miR-487b) were previously identified in the mouse ovary or germline^28^. 

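Of the miRNAs named here, hsa-miR-487b-3p had a level of 10.22 ± 0.07 (SD, n = 4) in the ovary and of 7.26 ± 0.55 (SD, n = 3) in the liver, a 16.9-fold difference from the mean of the other tissues (limma adjusted p = 5.0e-19). The rat entry rno-miR-878 had 9.15 ± 0.51 (SD, n = 4) in the ovary and 6.02 ± 0.51 (SD, n = 3) in the liver, at least 13.2-fold over the mean of the other tissues (adjusted p = 1.2e-20). The mouse entry mmu-miR-878-3p was at least 11.8-fold higher in the ovary (adjusted p = 6.8e-21). For the mouse entry mmu-miR-743a-3p no feature passed the filter on low signals, so it was not tested. Its level was 5.19 ± 0.16 (SD, n = 4) in the ovary, with 2 of 4 ovary arrays well above background, and it was not well above background on any array of the other tissues. The rat entry rno-miR-743a-3p was at least 13.7-fold higher in the ovary (level 9.19 ± 0.49, SD, n = 4, adjusted p = 2.6e-20).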

Two miRNAs (hhi-miR-145 and hhi-miR-202) were previously shown to be predominantly expressed in gonads compared with non-reproductive organs in vertebrates^20^,^29^,^30^,^31^. 

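Human hsa-miR-145-5p had a level of 12.53 ± 0.57 (SD, n = 4) in the ovary and 13.10 ± 0.46 (SD, n = 4) in the testis, and a log2 fold change of 2.07 (SE 0.22, limma adjusted p = 1.5e-09) for the ovary over the mean of the other tissues. Medaka ola-miR-145 had 12.22 ± 0.60 (SD, n = 4) in the ovary, 12.87 ± 0.41 (SD, n = 4) in the testis and 11.80 in the intestine, with a log2 fold change of 2.18 (SE 0.28, adjusted p = 6.9e-08). Zebrafish dre-miR-145-5p had a log2 fold change of 1.06 (SE 0.19, adjusted p = 3.3e-05), and 8 of its 16 features passed. The log2 fold of dre-miR-145-5p in the ovary was under 2-fold after normexp background correction (0.99), with the authors' value table (0.96) and without ovary replicate 4 (0.86), which ended the call. For hsa-miR-145-3p, with levels of 6.31 ± 0.40 (SD, n = 4) in the ovary and 6.12 ± 0.45 (SD, n = 4) in the testis, the ovary was at least 1.29-fold higher (adjusted p = 4.1e-07), which was not called. It was called under scaling to the 75th percentile of the detected or of all features. Halibut entries of miR-145 and miR-202 are not on the array under these names. Xenopus xtr-miR-145 was at least 1.51-fold higher (adjusted p = 0.00077), which was not called. The testis level was above the ovary level in these entries except hsa-miR-145-3p, and none of them was called for the ovary against each of the other 9 tissues. Together with miR-143, miR-145 is a miRNA of smooth muscle. Among the 5p entries of miR-202, mmu-miR-202-5p was at least 12.8-fold higher in the ovary than in the mean of the other tissues (adjusted p = 2.5e-09).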

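The human entry hsa-miR-4785 had the largest fold change of the ovary, at least 94.7-fold over the mean of the other tissues (log2 fold change 6.62, SE 0.59, limma adjusted p = 1.8e-11). For this entry the lower end of the 95% interval of the fold was 42.8. Its level was 12.45 ± 2.28 (SD, n = 4) in the ovary, from 10.53 to 15.37, and 7.10 ± 2.00 (SD, n = 4) in the muscle, where replicate 4 reached 9.60. Without ovary replicate 3, its highest sample, the log2 fold of hsa-miR-4785 in the ovary was 5.66, below the log2 fold of mmu-miR-6352 in the ovary of 5.85 in that setting. The mouse entry mmu-miR-6352 was at least 47.9-fold higher in the ovary (log2 fold change 5.73, SE 0.21, adjusted p = 2.1e-21), with levels of 10.96 ± 0.50 (SD, n = 4) in the ovary and 5.40 ± 0.68 (SD, n = 4) in the testis. It was not well above background in 2 tissues. The human entry hsa-miR-1305 was 34.3-fold higher in the ovary (adjusted p = 4.9e-20), with levels of 11.71 ± 0.55 (SD, n = 4) in the ovary and 8.18 ± 0.40 (SD, n = 3) in the liver. For hsa-miR-5581-5p the difference was 23.6-fold (adjusted p = 7.3e-19), with levels of 11.25 ± 0.55 (SD, n = 4) in the ovary and 7.90 ± 0.37 (SD, n = 3) in the liver. In these 4 entries every ovary sample was above every other sample. The log2 fold of hsa-miR-4785 in the ovary was 6.48 with the slide as a block and 6.44 on the arrays of scan 2. On those of scan 1, with 1 ovary sample, it was 7.34 and did not pass the threshold (adjusted p = 0.0129). The log2 fold of mmu-miR-6352 in the ovary was 5.68 with the slide as a block, 5.58 on the arrays of scan 1 and 5.80 on those of scan 2.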

Finally, 54 miRNAs (including mmu-miR-6352, hsa-miR-4785, hsa-miR-1305, and hsa-miR-5581) had never been reported as ovarian-predominant miRNAs in any vertebrate species. The expression of some miRNAs observed here in a tissue-dependent manner is consistent with previous results obtained in rainbow trout^32^. Similarly, it was recently demonstrated in humans that the majority of miRNAs was neither specific to single tissues nor housekeeping miRNAs. Nonetheless, these investigators concluded that many different miRNAs and miRNA families were predominantly expressed in certain tissues^33^. To our knowledge, no study has ever specifically aimed at identifying ovarian-predominant miRNAs in non-mammalian vertebrates. Therefore, we report here, for the first time in any vertebrate species, more than 60 miRNAs that are significantly and predominantly expressed in the ovary. These results were obtained using a generic microarray displaying mature miRNA sequences originating from various vertebrate species. 

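Against each of the other 9 tissues separately, 60 entries were higher in the ovary, and 30 of them were among those over 10-fold against the mean. These entries include the chicken entry gga-miR-1577 (level 8.35 in the ovary and 6.58 in the muscle), ola-miR-187 (7.78 in the ovary and 6.44 in the brain) and hsa-miR-500a-5p (8.67 ± 0.36, SD, n = 4, in the ovary and 5.56 ± 0.41, SD, n = 3, in the liver). Of the other ovarian-predominant entries, 30 lacked a call against the intestine, which need not mean an equal level, and 26 against the testis. For the kidney the number was 22 and for the liver 18. For example, ola-miR-143 was not called against intestine or testis, ola-miR-223 not against intestine or kidney, and ccr-miR-187 not against brain. In single comparisons at the same thresholds, the ovary exceeded the brain in the most entries (180), followed by the liver and the bone, the gills in 118, the heart in 117, the muscle in 104, the kidney in 91, the intestine in 85 and the testis in 84. In the opposite direction, 27 entries were higher in the testis than in the ovary, so that 75.7% of the calls between the gonads were higher in the ovary. That share was 95.1% and 95.6% under scaling to the 75th percentile of the detected and of all features. The number higher in the testis was 60 without testis replicate 4, bone replicate 2 and brain replicate 2, 20 on the arrays of scan 2 and 0 on those of scan 1. With 1 sample left out it ran from 13 without ovary replicate 2 to 38 without bone replicate 2.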

In general, microarray expression profiles can be confirmed by quantitative QPCR, as discrepancies between the two techniques are limited^34^; further, this methodology was previously used in rainbow trout. In our study, some miRNAs that exhibited ovarian expression profiles in the microarray study were detected in all tissues by QPCR. The presence of different isomiRs could explain, at least in part, these differences in the expression profiles. This is especially true if sequencing originally identified the miRNA sequence present on the microarray. Deep sequencing now allows the detection of variability in miRNA mature sequences, meaning that many different sequences can be generated and subsequently sequenced from the same miRNA precursor. Consistently, previous studies showed that isomiR expression patterns differ between cell lines and/or tissue types^35^,^36^. Sorting and identifying isomiRs remains a challenge in miRNA studies, as the sequence diversity of isomiRs can vary on both ends. This can be an issue for distinguishing mature isoforms from isomiR species^37^,^38^. More generally, being able to connect a murine or human miRNA gene to its corresponding medaka ortholog has limited our study, as is also the case for protein-coding genes^39^. Direct mapping of heterologous miRNA sequences on the medaka genome revealed that sequences could map on either one or several loci. In the present study, we identified 12 medaka miRNA genes that corresponded to 9 mature miRNAs. For instance, mmu-mir-6352, hsa-mir-4785 and mmu-mir-743a each have two co-orthologs in medaka (ola-mir-6352-1 and ola-mir-6352-2, ola-mir-4785-1 and ola-mir-4785-2, and ola-mir-743a-1 and ola-mir-743a-2, respectively) that could possibly result from the teleost genome duplication, while only one copy of ola-mir-202, ola-mir-487b, ola-mir-4653, ola-mir-878 and ola-mir-1288 appear to be present in the medaka genome^40^,^41^. We also identified another co-ortholog for ola-mir-729, even though we have been unable to detect it by QPCR. Because the identification of cognate medaka miRNAs is not always straightforward, we used a combination of evidence including sequence matches on the medaka genome, QPCR expression and miRNA folding prediction. The corresponding information is summarized in Table 1 for the 20 ovarian-predominant miRNAs selected. The folding information should be used with caution, as all miRNAs do not necessarily exhibit this feature^42^. Finally, it should be stressed that despite the overall conservation of the ovarian-predominant patterns, we observed some differences between the QPCR profiles obtained using homologous and heterologous primers. For miR-729, miR-4653, miR-878, mir-487b, miR-1288 and miR-743a-1, ovarian overexpression was not always significant, depending on the tissue, when QPCR was performed using homologous primers. This can probably be explained by the difficulty in designing primers without information on the exact mature miRNA sequence in medaka.

Among the miRNAs exhibiting strong expression in the ovary, miR-202 is of special interest. MiR-202 was previously shown to be expressed in the gonads of Atlantic halibut, rainbow trout, frog, chicken, and mice^20^,^29^,^30^,^43^. Moreover, sexually dimorphic expression of miR-202 was reported to occurs during gonadal development in both chicken and mouse, with predominant expression of the miRNA in the testis^29^,^30^. In agreement with existing data, we report here a strong overexpression of miR-202 in the medaka ovary and testis compared with non-reproductive tissues. This was further confirmed by QPCR using both zebrafish and medaka primers. 

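Set against the 8 non-reproductive tissues alone, dre-miR-202-3p was 33.7-fold higher in the ovary (log2 fold change 5.07, SE 0.38, limma adjusted p = 2.2e-13). In the testis it was 8.26-fold higher than in these tissues (log2 fold change 3.05, SE 0.38, adjusted p = 2.1e-07). Without testis replicate 4 the log2 fold of dre-miR-202-3p, testis over the non-reproductive tissues, was 4.02 (SE 0.25, adjusted p = 1.8e-14). For hsa-miR-202-5p, the other arm of the hairpin, the ovary was at least 23.1-fold higher (adjusted p = 5.3e-11) and the testis at least 12.4-fold higher (adjusted p = 3.8e-08), with 7 of the 8 tissues not well above background. Its level was 9.91 ± 0.55 (SD, n = 4) in the ovary and 10.61, 10.61, 9.91 and 4.95 in testis replicates 1 to 4. For mmu-miR-202-5p the bounds were 16.7-fold for the ovary (adjusted p = 2.7e-10) and 10.8-fold for the testis (adjusted p = 4.8e-08). With testis replicates 1 to 3 alone the testis bounds of these 5p entries were 31.9-fold and 26.4-fold. Between ovary and testis these 5p entries did not pass the test (adjusted p = 0.333 for hsa-miR-202-5p and 0.527 for mmu-miR-202-5p). Without testis replicate 4 these differences changed sign and again did not pass the test, with a log2 fold of hsa-miR-202-5p, ovary over testis, of -0.46 (SE 0.20, adjusted p = 0.0929) and a log2 fold of mmu-miR-202-5p, ovary over testis, of -0.66 (SE 0.22, adjusted p = 0.0288). The testis was not called against the non-reproductive tissues for rno-miR-202-3p (1.25-fold, adjusted p = 0.334) or mmu-miR-202-3p (1.12-fold, adjusted p = 0.807). The zebrafish and Xenopus entries dre-miR-202-5p and xtr-miR-202-5p had no feature past the filter on low signals.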

Further analysis of our microarray revealed two probes from rat and mouse that exhibited strict ovarian-predominance. This suggests that miR-202-3p in medaka has an isomiR with a strict ovarian expression. 

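The lowest ovary sample of rno-miR-202-3p had a level of 9.62 and the highest other sample, liver replicate 2, one of 7.69. For mmu-miR-202-3p the lowest ovary sample had 11.78 and the highest other sample, also liver replicate 2, 9.89. Over the mean of the other 9 tissues the log2 fold change of rno-miR-202-3p was 4.52 (SE 0.20, limma adjusted p = 1.7e-19) and that of mmu-miR-202-3p was 4.80 (SE 0.31, adjusted p = 2.4e-15). Both entries were called for the ovary against each of the other 9 tissues. The human entry hsa-miR-202-3p had a level of 6.48 ± 0.20 (SD, n = 4) in the ovary and 7.30 ± 0.25 (SD, n = 3) in the liver, and a log2 fold change of 0.19 (SE 0.25, adjusted p = 0.549).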

Further characterization by small-RNA sequencing is required to determine its sequence and precisely analyze its function in gonads.

In addition, we report here 8 novel ovarian-predominant miRNAs (miR-4785, miR-6352, miR-4653, miR-878, miR-487, miR-1288, miR-743, miR-729) that were either never previously described in fish and/or never shown to be involved in oogenesis in any animal species. The ovarian-predominant expression of these miRNAs was thus previously unsuspected. Dre-miR-729 was characterized in medaka, where it was found in photoreceptor cells^44^. Rno-miR-878 is downregulated in rat liver fibrotic tissues^45^. Hsa-miR-487b is more widely expressed in endothelial and muscle cells in humans and mice, including in cancer cells^46^,^47^,^48^. Hsa-miR-1288 is upregulated in ectopic pregnancy patients^49^ and associated with the progression of colorectal cancer^50^. Mmu-miR-743a is expressed in mouse brain and testis and has possible roles in oxidative stress and neurodegeneration^51^,^52^. Hsa-miR-4785 is downregulated in human nasal epithelial cells treated with the TLR3 ligand poly(I:C)^53^.

For the 2 miRNAs (miR-4785 and miR-6352) that exhibited a strict ovarian-predominant expression, we predicted mRNA targets to identify potential cellular functions (Supplemental Fig. S6). Among the predicted targets of miR-4785 was *fshr*, a gene playing a major role in the ovary through its role in mediating Fsh (Follicle stimulating hormone) action on oogenesis in vertebrates. In zebrafish, disruption of *fshr* leads to a complete failure of follicle recruitment into vitellogenesis with all ovarian follicles arrested at the primary growth-previtellogenic transition^54^. Similarly, we analyzed the putative target genes of miR-6352 and we predicted the *smg8, ddx20* and *ddx6* genes. These later are all expressed in the ovary, according to the PhyloFish database. *Smg8* encodes for a RNA binding protein that controls the maternal mRNA degradation and zygotic genome activation in the early embryo^55^,^56^. This information is consistent with a possible role of miR-6352 during the early embryonic development. MiR-6352 was also predicted to target *ddx6* and *ddx20* genes that encode transcriptional repressors. While *ddx6 (DEAD-box protein-103*/*gemin3)* is known to regulate the meiosis progression^57^, *ddx20* directly represses the transcriptional activity of the transcription factor *foxL2* and the steroidogenic factor *SF-1*^58^,^59^. *FoxL2* and *SF-1* are both key genes for gonadal differentiation^60^,^61^. These data are consistent with a possible role of miR-6352 in ovarian development and oocyte formation.

## Conclusion

Using microRNA microarrays, we identified 66 novel miRNAs predominantly expressed in medaka ovary. Of the miRNAs exhibiting the highest overabundance in the ovary, 20 were selected for further analysis. Using a combination of QPCR and *in silico* analyses, we identified 8 miRNAs (miR-4785, miR-6352, miR-4653, miR-878, miR-487, miR-1288, miR-743 and miR-729) that are ovarian-predominant, including 2 miRNAs that exhibit strict ovarian expression (miR-4785 and miR-6352). Of these 8 miRNAs, 7 were previously uncharacterized in fish (miR-4785, miR-6352, miR-4653, miR-878, miR-487, miR-1288 and miR-743). These results indicate that a significant number of ovarian-predominant miRNA genes are found in the medaka ovary, similarly to protein-coding genes. The strict ovarian expression of miR-4785 and miR-6352 suggest important roles in oogenesis and/or early development, possibly involving a maternal effect. Together, our findings provide new insights into the participation of ovarian-specific miRNAs in oogenesis and/or early embryonic development. Further analyses, including functional validation and target identification of these ovarian-predominant miRNAs, will be necessary to decipher their roles in the regulation of gene expression during oogenesis and early embryogenesis in fish.

## Methods

### Tissue collection

All experimental procedures were carried out in strict accordance with French and European regulations on animal welfare and were approved by the INRA LPGP Animal Care and Use Committee (no. M-2014-5-VT/M-2014-6-VT). Adult medaka (*Oryzias latipes*) from the CAB strain were raised at 28 °C under a reproduction photoperiod (14 hours light/10 hours dark). We collected samples corresponding to 10 different tissues (gills, heart, bone, muscle, kidney, intestine, liver, brain, ovary and testis) from 4 different females. In addition, testis samples were collected from four different males. Fishes were 4 months old and weighted 0.6 to 0.7 g for females and 0.5 to 0.6 g for males. All the samples were immediately frozen in liquid nitrogen and subsequently stored at −80 °C until RNA extraction.

### RNA extraction

Tissues were homogenized in Tri reagent (Sigma-Aldrich, USA) and total RNA was extracted according to manufacturer’s instructions. RNA quality was checked using an Agilent 2100 Bioanalyzer system. The presence of miRNAs in the samples was assessed using a small RNA chip (Agilent Technologies, USA) and RNA quantity was measured on a Nanodrop 1000 Spectrophotometer (Thermo Scientific, USA).

### Microarray design

We used a microarray platform displaying 3800 distinct miRNAs from different vertebrate species (fish, birds and mammals). The design was performed as previously described using e-array custom platform (Agilent) with miRBase version 19.0 and subsequently deposited in Gene Expression Omnibus (GEO) database under the reference GPL21776^20^. For each target miRNA in miRBase, 16 probes were synthesized that were divided into two to four groups and have limited variations in sequence and size (one or two nucleotide differences at the 3′ and 5′ extremities). This led to robust miRNA expression analysis. All the available vertebrate miRNAs in miRBase version 19.0 (http://www.mirbase.org) were used (*Oryzias latipes, Danio rerio, Fugu rubripes, Tetraodon nigroviridis, Cyprinus corpio, Hippoglossus hipoglossus* and *Paralichthys olivaceus*). The miRNAs from rodents (*Mus musculus* and *Rattus norvegicus*), frogs (*Xenopus laevis* and *Xenopus tropicalis*), humans (*Homo sapiens*), and chickens (*Gallus gallus*) were subsequently added (Supplemental Fig. S5).

### Microarray hybridization, data processing and miRNA annotation

Samples were processed and hybridized on the miRNA 8 × 60 K microarray as previously described, using the miRNA Microarray System with miRNA Complete Labeling and Hyb Kit (Agilent v2.2) according to the manufacturer’s instructions with minor modifications^20^. Total RNA (200 ng) with labeling Spike-In was dephosphorylated for 30 minutes at 37 °C. RNA was denatured with DMSO at 100 °C for 7 minutes. RNA was then labeled by terminal ligation of cyanine3-pCp using T4 ligase for 2 hours at 16 °C. Purification of labeled RNA was done using Micro Bio-Spin column (Bio-Rad) to eliminate free cyanine3-pCp. Hybridization was performed with hybridizations Spike-In at 55 °C, 20 rpm for 20 hours. Slides were washed for 5 minutes with wash buffer 1 at room temperature and wash buffer 2 at 37 °C and immediately scanned. After labeling with cyanine3-pCp and RNA hybridization, slides were scanned with an Agilent Scanner (Agilent DNA Microarray Scanner; Agilent Technologies) using the following settings: profile = AgilentHD_miRNA, channels = Green, resolution = 3 μm, TIFF = 20 bit. Signal intensity was quantified using the Feature Extraction software (Agilent v10.7.3.1). Features with low signal (lower than three times the background level) were excluded. The data were processed using the GeneSpring software (Agilent v.13.0) using GmedianSignal values and subsequently normalized using quantile normalization. MiRNAs for which at least 8 of the 16 probes displayed a significant overexpression in the ovary, with at least 2-fold overabundance in the ovary in comparison to other tissues, were selected for further analysis as previously described^20^. Corresponding data were deposited in Gene Expression Omnibus (GEO) database under the reference GSE80823.

### Genome mapping, RNA folding and homologous primers design

To identify the corresponding medaka miRNAs, the overabundant miRNA sequences were aligned (ENSEMBL BLAST using short sequences setting) on the medaka genome sequence available in ENSEMBL (release 83). Two to 4 hits with the best identity and coverage scores were considered as possible loci for the corresponding medaka miRNA gene(s). The corresponding genomic region of each hit was considered as the mature sequence and used to design the forward medaka homologous primers for QPCR. Each region was subsequently extended to the opposite arm to tentatively obtain the whole precursor sequence. These predicted sequences were then used for *in silico* prediction of the hairpin using the RNAfold web server with default settings^62^. We used −18 kcal/mol as a minimum free energy (MFE) threshold^63^.

### Target prediction

The genes targeted by miR-4785 and miR-6352 were predicted using TargetScan^64^ and miRanda^65^ with default parameters. For TargetScan, we used TargetScan human and TargetScan mouse to predict miR-4785 and miR-6352 targets, respectively. For each miRNA, the 20 first candidates predicted by TargetScan were selected. Among them, genes predicted to be targeted by both algorithms (Targetscan and miRanda) were considered as putative targets.

### Reverse transcription

Total RNA (100 ng) was reverse transcribed in a final volume of 10 μl. The reaction mixture included 1 μl of 10x poly(A) polymerase buffer, 0.1 mM of ATP, 1 μM of RT-primer, 0.1 mM of each deoxynucleotide (dATP, dCTP, dGTP and dTTP), 100 units of SuperScript III reverse transcriptase (Invitrogen, USA) and 1 unit of poly(A) polymerase (New England Biolabs, USA). The reaction was then incubated at 42 °C for 1 hour, followed by enzyme inactivation at 95 °C for 5 minutes. The sequence of the reverse transcription primer was 5′-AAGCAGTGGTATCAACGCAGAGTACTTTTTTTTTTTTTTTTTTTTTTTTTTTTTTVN-3′ (where V is A, C or G and N is A, C, G or T).

### Quantitative PCR

Quantitative PCR (QPCR) was performed in 10 μl reactions containing the reverse transcription (RT) products (dilution 1:50), 100 nM of each primer and 1× SYBR FAST qPCR Master Mix (Fast SYBR Green Master Mix kit; Applied Biosystems) as indicated in the manufacturer’s instructions. QPCR was performed on a StepOnePlus thermocycler (Applied Biosystems) using the following program: (1) 95 °C for 3 minutes for the initial denaturation, (2) 40 cycles of 95 °C for 3 seconds, and (3) 60 °C for 30 seconds. The sequence of the universal reverse primer was 5′-AAGCAGTGGTATCAACGCAGAG-3′. The sequences of the forward heterologous primers corresponded to the miRNA sequences present on the microarray (Supplemental Fig. S2). The sequences of the forward homologous primers corresponded to the genomic sequences identified on the medaka genome (Supplemental Fig. S4). The relative abundance of the target cDNA within a sample set was calculated from serially diluting the cDNA pool using Applied Biosystems StepOne software. Before analysis, miRNA expression was normalized to the reference gene 18 S^66^.

### Statistical analyses

ANOVA was performed to detect differential expression between the different tissues in the microarray experiments. These analyses were followed by Benjamin-Hochberg correction. For QPCR analysis, we used p < 0.05 as a threshold and the Wilcoxon test for indicating significant differences between samples.

## Additional Information

**Accession codes**: The array design (platform # GPL21776) and microarray expression data (accession # GSE80823) were deposited in the gene expression omnibus (GEO) database (http://www.ncbi.nlm. nih.gov/geo/).

**How to cite this article**: Bouchareb, A. *et al*. Genome-wide identification of novel ovarian-predominant miRNAs: new insights from the medaka (*Oryzias latipes*). *Sci. Rep.* **7**, 40241; doi: 10.1038/srep40241 (2017).

**Publisher's note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplemental Figures

## Figures and Tables

**Figure 1:**
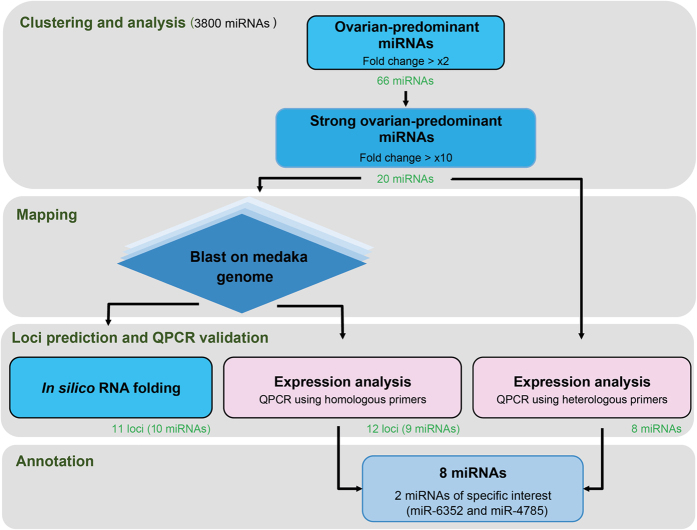
Workflow used to analyze the data and identify novel ovarian-predominant miRNAs in medaka.

**Figure 2:**
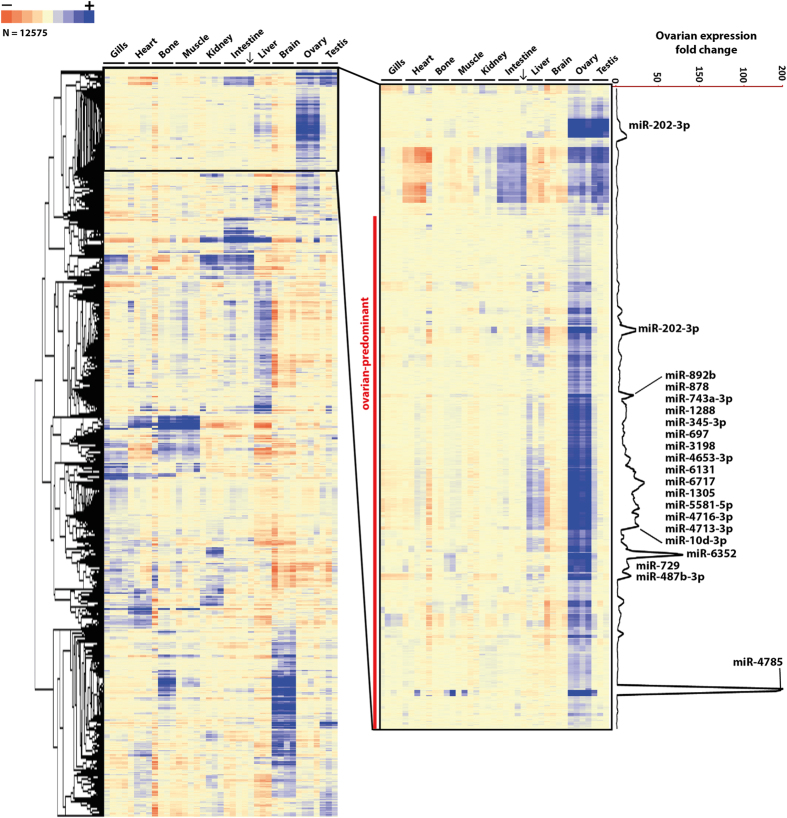
MicroRNA expression profiling in different medaka tissues. Unsupervised clustering analysis of the differentially expressed microRNAs. Each row represents a single probe (16 probes per miRNA) and each column represents a tissue sample (gills, heart, bone, muscle, kidney, intestine, liver, brain, ovary and testis). Data were median-centered prior to the clustering analysis. For each miRNA probe, the expression level within the sample set is indicated using a color density scale. Blue and red are used for overexpression and underexpression, respectively. White is used for median expression. The arrow indicates a testis sample that clusters with the intestine samples, which is probably due to tissue contamination during sampling.

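Of the features kept by the filter, 11580 (73.6%) differed between the 10 tissues at an adjusted p under 0.005 in limma's F test. For each tissue an entry is named here that was higher in all of its samples than in every other sample. In the brain, where 161 entries were more than 2-fold above the mean of the other tissues, the neural miRNA ola-miR-124-3p was at least 248-fold higher (level 13.74 ± 0.36, SD, n = 4). In the heart, where 60 entries were higher, hsa-miR-499a-5p, which lies in a gene of cardiac myosin, was 241-fold higher (level 15.56 ± 0.58, SD, n = 4). The medaka entry ola-miR-499 was only 3.21-fold higher in the heart, at a level of 6.64 ± 0.55 (SD, n = 4). In the intestine, where 64 entries were higher, dre-miR-194a was at least 103-fold and ola-miR-192-5p 95.2-fold higher. The muscle had 45 such entries, with xtr-miR-133a at least 43.2-fold higher, and the gills 82, with ola-miR-203, an epithelial miRNA, at least 28.1-fold higher. In the liver, ola-miR-122, the main miRNA of hepatocytes, was at least 16.9-fold higher (level 9.58 ± 0.48, SD, n = 3). The bone had 56 such entries, with hsa-miR-204-5p 7.48-fold higher, the kidney 52, with dre-miR-10c-5p 5.74-fold higher, and the testis 41, with mmu-miR-143-5p at least 3.08-fold higher. Entries without this separation could have larger folds, such as ola-miR-206 in the bone (level 12.03) and in the muscle (12.84) or ola-miR-200b in the kidney (12.31, against 11.77 in the intestine). These 10 separated entries were chosen among those that passed the test. Their limma adjusted p ran from 7.8e-20 for xtr-miR-133a to 8.1e-07 for dre-miR-10c-5p. The number of differing features was 11112 with the slide as a block, 7551 on the arrays of scan 2 and 49 on those of scan 1, where several tissues have a single sample.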

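Testis replicate 4 correlated with the mean profile of the intestine at r = 0.968 and with the mean of the other testis samples at 0.891, across the kept features, which are not independent replicates. The other testis samples correlated with the intestine at 0.843, 0.825 and 0.889 and with the rest of the testis at 0.953, 0.943 and 0.959. With the single intestine samples, testis replicate 4 correlated at 0.974, 0.958, 0.941 and 0.970, and it joined the 4 intestine samples first in average-linkage clustering. Among the intestine miRNAs, ola-miR-192-5p had a level of 13.72 in testis replicate 4, 6.48, 8.15 and 7.22 in replicates 1 to 3 and 14.15 ± 0.18 (SD, n = 4) in the intestine. The related miRNA ola-miR-194-5p had 10.49 in testis replicate 4, 5.23, 6.24 and 5.65 in the other replicates and 11.66 ± 0.33 (SD, n = 4) in the intestine. For ola-miR-192-3p the values were 8.26 in testis replicate 4, 4.82 to 4.94 in the other testis samples and 8.62 ± 0.23 (SD, n = 4) in the intestine. The gap between the intestine and testis correlations of testis replicate 4 was 0.0772.

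**Figure D2:**
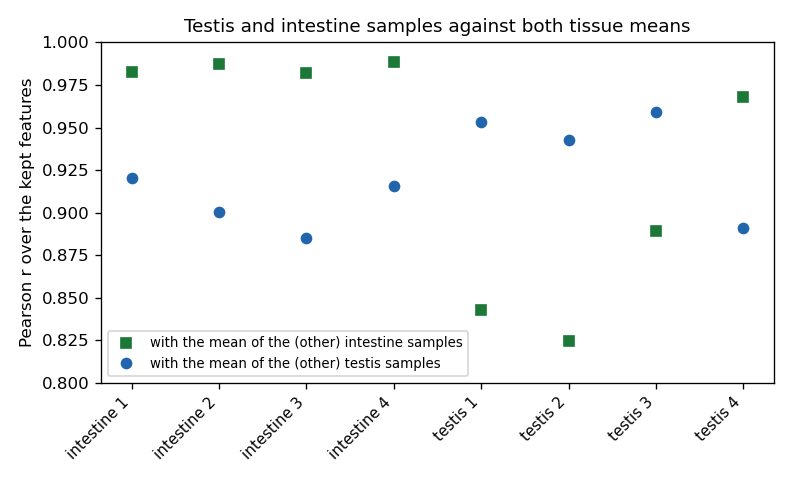
Pearson correlation (vertical axis, starting at 0.8) of each intestine and testis sample (horizontal axis) with the mean profile of the intestine (squares) and of the testis (circles), each sample left out of its own mean. Testis replicate 4 is the 1 testis sample whose square, at 0.968, lies above its circle, at 0.891.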

**Figure 3:**
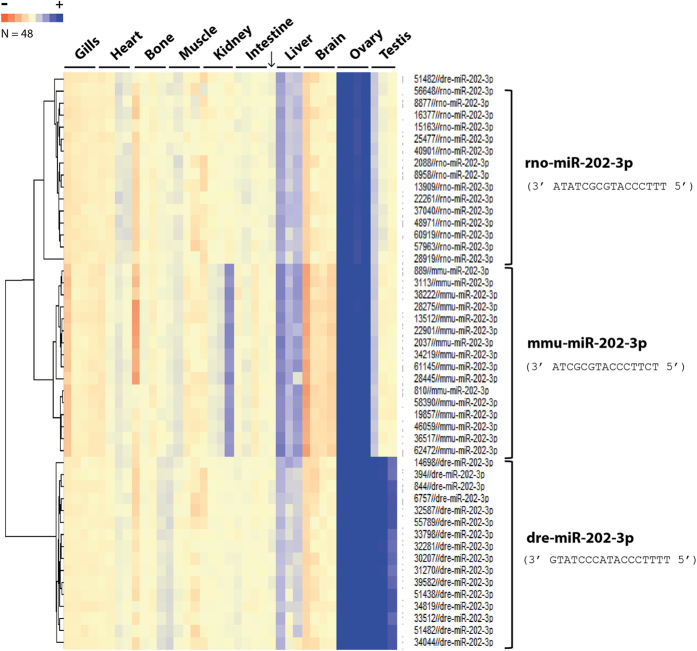
Expression profiles of miR-202-3p in different medaka tissues. Each row represents a single probe (16 probes per miRNA). Each column represents a medaka tissue RNA sample. The zebrafish probes (dre-miR-202-3p) display gonadal-predominant expression profiles, whereas probes from rat and mouse (rno-miR-202-3p and mmu-miR-202-3p, respectively) exhibited strict ovarian-predominant expression profiles. Probe sequences are indicated.

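The 8 features with the shorter probe of dre-miR-202-3p (TTTTCCCATGCCCTAT) had mean levels of 10.54 in the ovary and 8.42 in the testis, and the 8 with the longer probe (TTTTCCCATGCCCTATG) 11.10 and 9.37. For rno-miR-202-3p the probe TTTCCCATGCGCTATA had mean levels of 10.39 in the ovary and 6.23 in the testis, and TTTCCCATGCGCTATAC 10.40 and 6.12. For mmu-miR-202-3p the probe TCTTCCCATGCGCT had mean levels of 12.37 in the ovary and 7.67 in the testis, and TCTTCCCATGCGCTA 12.43 and 7.79. The probe sequences of 1 entry did not disagree in direction, and levels of different probes are not compared with each other. All 16 features of each of these 3 entries passed the filter on low signals.

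**Figure D3:**
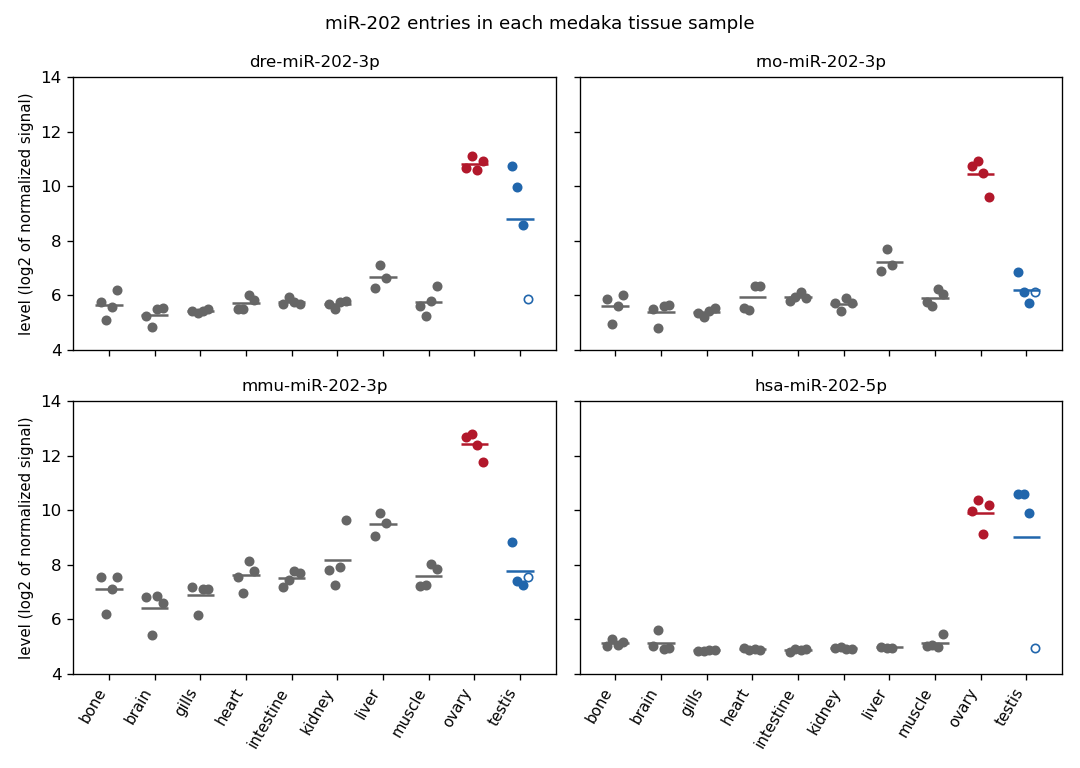
Level (vertical axis, log2 of the normalized signal) of 4 miR-202 entries in each sample of the 10 tissues (horizontal axis). Points are samples, with the ovary in red, the testis in blue, testis replicate 4 as an open circle and the other tissues in grey, and lines are tissue means. The zebrafish 3p and human 5p entries are high in the ovary and in testis replicates 1 to 3, and the rat and mouse 3p entries in the ovary.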

**Figure 4:**
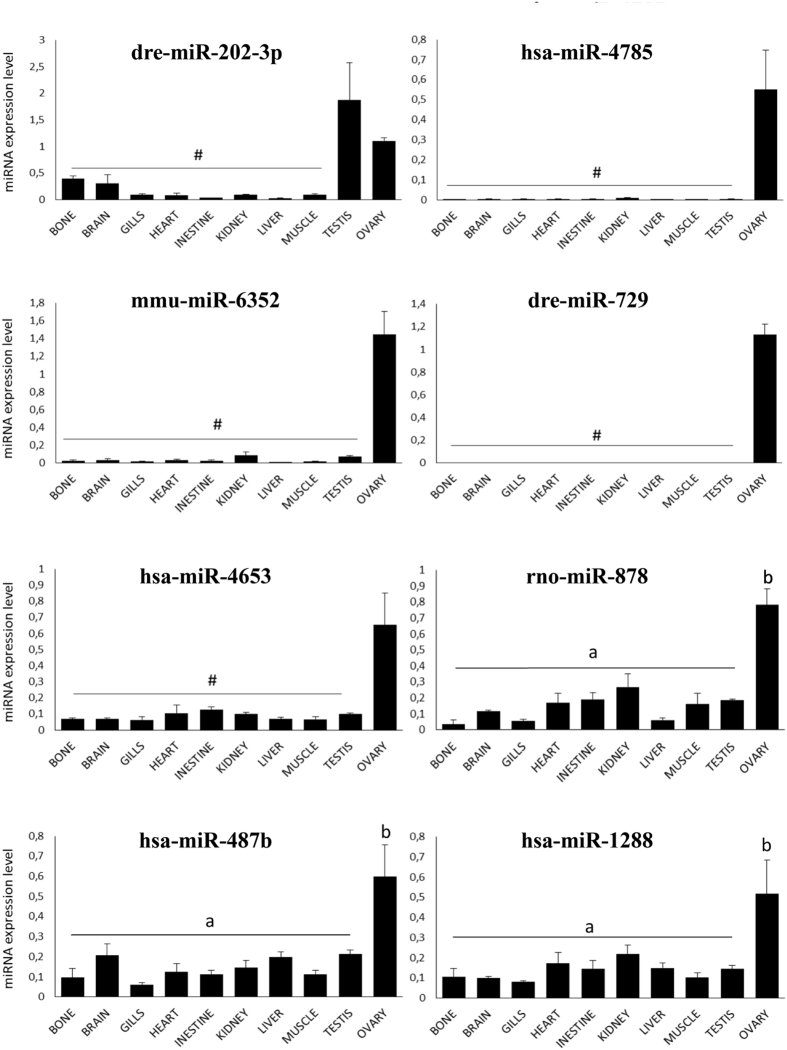
miRNA expression profiles obtained by QPCR using heterologous primers. Four samples from different individual medaka fish were used for each tissue. Expression levels were measured in duplicates and the mean values (±SD) are displayed on the graphs. Data were normalized to the abundance of 18 S. a and b indicate expression levels that are significantly different (Wilcoxon test, p < 0.05). ab, expression levels not significantly different from a and b expression levels not significantly different from the background signal.

**Figure 5:**
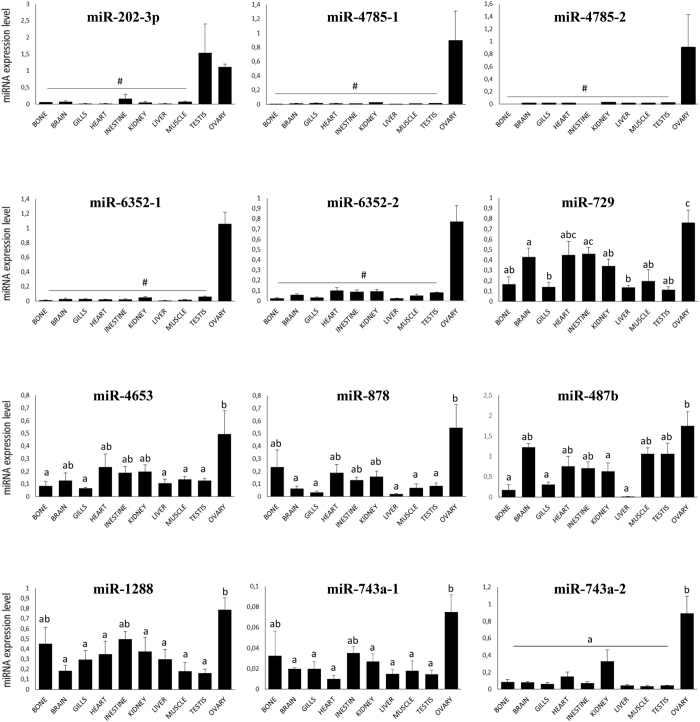
miRNAs expression profiles obtained by QPCR using medaka homologous primers. Four samples from different medaka fish were used for each tissue. Expression levels were measured in duplicates and the mean values (±SD) are displayed on the graphs. Data were normalized to the abundance of 18S. a and b indicate expression levels that are significantly different (Wilcoxon test, p < 0.05). ab, expression levels not significantly different from a and b. #expression levels not significantly different from the background signal.

**Table 1:** Characterization of a subset of novel medaka miRNAs predominantly expressed in the ovary.

miRNA	QPCR heterologous	Locus	Sequence	Location	Folding	QPCR homologous	miRNA origins
miR-6352-5p	+	1	CAGGGAACAGGACCCCAGCT	9:31095668–31095687	+	+	miRtron/ENSORLG00000017404
		2	AACTGGGAAAAGGACCCCAG	3:26171679–26171698	−	+	miRtron/*myo5aa*
		3	TTTGGGAAAAAGATCCCAGCT	1:31427215–31427235	−	−	NC
		4	AAATGGGAAAAGCACCCCAG	20:10904125–10904144	−	−	NC
miR-4785–3p	+	1	GAGTCTGCGTCGCCGCCAGC	16:16874299–16874318	+	+	miR/*rasip*
		2	TGATCTCGGAGACGCCGCCAGC	scaffold983:45388–45409	+	+	miR
		3	CGAGTCGGCGATGCCGCCGCC	9:761851–761871	−	−	NC
miR-878–3p	+	1	GCATGACAACATACTGGGTA	12:12844102–12844121	−	+	miR
		2	GCATGAAACCATACTGGGTC	13:25685522–25685541	−	−	NC
miR-1288-3p	+	1	TGGACTGTCCTGATGTGGAGA	6:5567815–5567835	−	−	NC
		2	TGGACAGCCCTGATGTGGAG	1:27438143–27438162	+	+	miR
miR-4653-3p	+	1	GAGTTAAGGGTAGTTTGGAGA	18:4398355–4398375	−	+	miR
		2	CTCTGTTAAGGGTTGCCTGGA	ultracontig49:380302–380322	−	−	NC
		3	AGAAAGTTGAGGGTTGCTTGG	21:27820909–27820929	−	−	NC
miR-729–3p	+	1	CATGGGTATGAAACGACCCGGGT	20:6728838–6728860	−	−	NC
		2	CATGGGTATGATACGACCTCA	scaffold1021:47363–47383	+	+	miR
		3	GGTATGATTCGGCCTGGGTT	15:3091445–3091464	−	−	NC
miR-487b-3p	+	1	CGGCGTACAGGGTCATCCAC	22:3962447–3962466	−	−	NC
		2	GTCCCCTACAAGGTCATCCACTT	10:7430304–7430326	−	+	miRtron/*mrpl11*
miR-202-3p	+		AGAGGCATAAGGCATGGGAA	15:1382691–1382710	+	+	miR
miR-743a-3p	−	1	GAAAGACGCCAAAGTGGGT	2:28436804–28436822	−	+	miR
		2	GAAAGTCGCCAAACTGGGT	18:15585090–15585108	−	+	miR
miR-1305-3p	−	1	TTTTCAACTCTATTGGGAAA	12:19213569–19213588	−	−	NC
		2	ATGTTCAACTCTAATGTGAGA	24:18349479–18349499	−	−	NC
		3	TTTTCACCTCTAATGGGATAG	16:14807294–14807314	+	−	miRtron/*fam171a1*
miR-4716-3p	−		CTGGGGGAAGCAAACATGGAGA	7:23549695–23549716	+	−	miR
miR-6131-3p	−	1	CGCTGATCAGATGGGAGTCG	15:2799945–2799964	−	−	NC
		2	ACTGGTGAGATGGGAGTGGC	12:21774089–21774108	+	−	miR
miR-10d-3p	−		TACCCTGTAGAACCGAATGTGT	15:4353766–4353787	+	−	miR
miR-6717-5p	−	1	GGCGATGGGGGGATGCAGAGA	19:8376541–8376561	+	−	miRtron/*shank1*
		2	AAAGATGTGGGGATGTGGAGA	scaffold1101:27027–27047	−	−	NC
miR-345-3p	−	1	CCCTGAACTCGGGGTATGGA	16:8875414–8875433	−	−	NC
		2	CTGAACTAGGGTTCAGGAGA	16:14238722–14238741	−	−	NC
miR-697-3p	−	1	AGCATCCTGTTCCTGTGGAG	scaffold5397:869–888	−	−	NC
		2	ACATCCTGGACCTGTGGA	scaffold692:99305–99322	−	−	NC
miR-3198-3p	−	1	GTGGAGTCCTGAGGACTGGAG	5:11964002–11964022	−	−	NC
		2	GTGGAGTCCTGCAGAATGGAG	19:5590938–5590958	−	−	NC
miR-4713-3p	−	1	TGGGATCCAGACAGAGGGAGAA	15:20189222–20189243	−	−	NC
		2	TGGGATGCAGAAAGTGGGAGAA	17:30648359–30648380	−	−	NC
		3	AAAGATCCAGACAGTTGGAGA	scaffold693:106481–106501	−	−	NC
miR-5581-5p	−	1	AGCCTTCCAGGAAAAATGGAG	scaffold4519:2360–2380	−	−	NC
		2	AGCCTTCCAGGAAAAATGGACA	scaffold5870:432–453	−	−	NC
miR-892b-3p	−	1	ACTGGGTCCTTTCTGTGTAGA	3:12292877–12292897	−	−	NC
		2	CACTGGCTCTTTTCTGGGAA	23:15587446–15587465	−	−	NC

Eight miRNAs displayed an ovarian-predominant expression profile when using heterologous and homologous QPCR primers. In addition, *in silico* folding predictions allowed characterizing 13 loci that encode 11 different miRNAs. +, successful QPCR or hairpin structure prediction. NC, not confirmed.

How the deposited data were processed for this re-analysis (not part of the article)

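MiRNA signals were measured in 39 samples from 10 tissues of adult medaka aged 4 months, with 200 ng of total RNA per array. There were 4 samples of each tissue and 3 of the liver. The authors labelled the RNA with Cy3, scanned the arrays and quantified the signal intensity of each spot with Feature Extraction, and the deposited file of each array holds these intensities per feature. The authors used the median signal per feature, excluded features under 3 times the background and applied quantile normalization in GeneSpring. The deposited value table of the authors holds normalized log2 values, of which the log scale was found by comparison with the intensities (r per array from 0.886 to 0.9995), and how GeneSpring made them beyond the stated steps stays unknown. Its values are not centred, and a direction applies to no value because the arrays have 1 colour.

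The median of each column of the authors' table, replicates in order, was 5.02, 5.00, 5.00 and 5.01 in the bone, 5.00, 5.01, 4.99 and 5.01 in the brain, 5.00, 5.00, 5.01 and 5.01 in the gills, and 5.02, 5.01, 5.01 and 4.98 in the heart. It was 5.01, 4.98, 4.99 and 5.02 in the intestine, 5.01, 5.02, 5.02 and 5.00 in the kidney, 5.00, 5.03 and 5.01 in the liver, and 5.03, 5.00, 4.98 and 5.00 in the muscle. In the ovary it was 4.99, 4.98, 5.01 and 4.99, and in the testis 5.01, 5.01, 5.00 and 5.03.

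All values at the claims were computed from the files of single arrays, with R 4.3.3, limma 3.58.1, statmod 1.5.0, data.table 1.17.8 and jsonlite 2.0.0. Control features were left out, which gave 60800 features for the 3800 entries. Of the entries, 2969 had 2 probe sequences, 554 had 4, 269 had 3 and 8 had 1. Median signals were log2-transformed and quantile-normalized over all these features, and features with a non-uniformity or population outlier mark were set to missing. A fit was not possible for 65 kept features with no value in 1 tissue. The limma model had 1 mean per tissue and moderated variances (prior degrees of freedom 3.83), and p-values were adjusted by the Benjamini-Hochberg method over the kept features or the tested entries. The thresholds (8 of 16 features, 2-fold, 10-fold and an adjusted p of 0.005) are those of the paper. The paper does not state in how many samples a feature had to pass the filter on low signals, nor how the other tissues were combined, so these choices were made before the data were examined. A count for 1 of the other tissues was made in the same way, and a comparison of the ovary with each tissue used the same thresholds.

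Precision was limited by the signal over background and by the number of arrays. In simulated data made from the ovary comparison (1184 entries, 15670 features), with 100 entries changed per fold size, 96% were recovered at 3-fold (median log2 estimate 1.74, true value 1.58) and 100% at 15-fold (4.03, true value 3.91), and 0 unchanged entries were called. At 15-fold, 99% were recovered by the 10-fold threshold. The median estimates lay above the true values, so the simulated changes did not show the compression described for dim entries. Recovery of dim entries, and of entries that lost features to the filter, was not tested separately. These shares and the 0 false calls hold for the simulated data and are not error rates of the real comparison.

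Deviations from the tissue means correlated with a mean r of 0.0168 between samples of the same slide and of 0.0040 between those of the same scan. No source states whether organs with the same replicate number came from 1 female. The tissue code in the deposited names of intestine replicate 2 and muscle replicate 4 is that of the ovary. The sample labels were used, and these arrays correlated best with their labelled tissue (0.987 and 0.965). Over the muscle arrays r with the authors' table was 0.933 to 0.973.

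Named miRNAs were chosen by a rule set in advance. It names every entry of the paper that is on the array, the 10 entries with the largest log2 fold among those called for the ovary and higher in every ovary sample than in every other sample, the 3 such entries of each other tissue (1 species per mature name), and the members of the fixed lists. The entries ola-miR-187, ola-miR-21, ola-miR-729, gga-miR-1577, gga-miR-1466, ccr-miR-187, dre-let-7g, dre-miR-31, hsa-miR-500a-5p, mmu-miR-878-3p, rno-miR-743a-3p, hsa-miR-202-3p, hsa-miR-202-5p, mmu-miR-202-5p, hsa-miR-3125 and rno-miR-770-3p fall outside it and were chosen after their values were seen. The lists of miRNAs fixed before the data were examined cover the brain, striated muscle, liver, intestine, blood cells, endothelium, smooth muscle, epithelium, gonad, ciliated and male germ cells, fish oocyte, the let-7 and miR-17 families and 3 miRNA clusters, and their results are given among the other observations. Correlations over samples used permutation tests.

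Alternatives tried were scaling to the 75th percentile of the detected or of all features, normexp background correction (offset 50), the filter before normalization, 3 other forms of the filter, the methods' ANOVA, equal weights for the 35 other samples, the ovary against every other tissue, an adjusted p of 0.05, 4 or 12 of 16 features, limma on entry means, outlier features kept, the authors' value table, the replicate number or the slide as a block, and each sample left out. The arrays of each scan alone, and 3 arrays left out, were added after seeing the data. QPCR, genome mapping and target prediction were not analysed here.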

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

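The tests on fish entries of the same name, on testis replicate 4 and on the miR-202-3p entries were chosen, or took their present form, only after the result was seen.

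Entries named for other species made up most of the ovarian-predominant calls, and 13 entries over 10-fold in the ovary, among them hsa-miR-3125 and rno-miR-770-3p, are not among the paper's candidates. Among tested entries outside those over 10-fold, a probe start shared by several of the latter went with ovarian calls (9 of 27 against 68 of 974, odds ratio 6.64, Fisher's exact p = 8.9e-05). Only entries past the filter on low signals were counted, and this filter is passed in part through the ovary signal itself. The probe starts were read from the entries over 10-fold, and entries for 1 miRNA are not independent. So no enrichment is claimed. Over the 35 non-ovary arrays, deviations of the 32 entries over 10-fold from their tissue means correlated at a mean r of 0.571. In 1000 sets of entries of like level this was at most 0.281. These sets were matched on level and not on ovary signal, and the 32 entries include several of 1 miRNA, such as miR-202. Thus 1 RNA source behind them stays open and is not shown. A medaka miRNA of the same name stays open, since 3 of 7 tested fish entries of the same name were called (share 0.429, 95% interval 9.90% to 81.6%), whereas the first form of this test, over all species, gave 20 of 32 (62.5%) and would have favoured it. The tests on shared probe starts and on 1 source do not exclude each other, and no RNA was identified.

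Testis replicate 4 was closer to the intestine than to the testis, and its median signal of 29 lay apart from the 33 of each other testis array. The miR-202 entries that were testis-predominant in the other 3 samples kept a median share of 0.00292 of their testis level, within the range of the intestine samples (-0.378% to 0.694%), whereas over all 36 testis-predominant entries the median share was 0.154, above the -3.77% to 8.46% of the intestine samples. As these 2 shares disagree, intestine RNA mixed into a testis sample and a sample of intestine only cannot be told apart, where the first form, on all 36 entries, had favoured the mixture and spoken against intestine only, and a later form, on miR-202 alone, had spoken against the mixture. A swap with an intestine sample of the series is argued against, as 0 of them were closer to the testis mean. No biological explanation was tested.

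The zebrafish entry of miR-202-3p and the rat and mouse entries differed in how the ovary compared with the testis (log2 differences -2.21 and -2.63). Exact permutation tests over the ovary and testis samples gave p = 0.143 and 0.0571. Weaker binding of the rat and mouse probes to the same RNA, by a constant ratio, is argued against on 3 testis arrays. The signals of these probes were there -4.06 (SD 0.77) and -3.58 (SD 1.06) log2 units from those predicted. These values restate the difference above on background-subtracted signals and are not separate evidence. The first form, over 4 arrays, gave -2.86 (SD 2.49) and -2.41 (SD 2.50), with 0.75 and 1.11 on testis replicate 4. It had been read as favouring weaker binding. The test for another RNA set deviations of the rat and mouse entries over 35 non-ovary arrays against the mean of 27 other entries over 10-fold (r = 0.919 and 0.738, rho = 0.942 and 0.804, permutation p = 1.0e-05 and 2.0e-05 for r and 1.0e-05 for each rho, adjusted over 4 relations 4.0e-05 for r and 2.0e-05 for rho) and against hsa-miR-202-5p (r = 0.033 and 0.058, permutation p = 0.9 and 0.7, adjusted 0.9; rho = -0.225 and -0.220, permutation p = 0.2, adjusted 0.2). Without the 2 farthest arrays the former r was 0.897 and 0.656, in scan 1 0.877 and 0.796 and in scan 2 0.940 and 0.723. The differences between these correlations were 0.886 and 0.680. They had been read as favouring another RNA until a condition on the signal of hsa-miR-202-5p was added, after the result was seen. The first form, on levels, gave 0.779 and 0.779 and could not tell. The differences decide nothing, because hsa-miR-202-5p was well above background on only 1 of 31 non-gonad arrays. Another RNA and an isomiR of miR-202 both stay open.

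Of 27 groups of arrays 7 and of 52 groups of entry levels 5 held a sample far from the others, where chance gives about 1 in 20 groups. Bone replicate 2 had 3.07% of features at 3 times the background (others 16.3% to 17.9%) and a correlation with the other bone samples of 0.764 (others 0.935 to 0.961). Brain replicate 2 had 100% of features at 3 times the background and a median signal of 228 (others 28.5 to 32.0), with 7.65% of features well above background. Gills replicate 2 correlated with the other gill samples at 0.954 (others 0.984 to 0.989) and heart replicate 2 with the other heart samples at 0.925 (others 0.970 to 0.976). Testis replicate 1 was apart in hsa-miR-4785 (8.09, others 5.14 to 5.43), mmu-miR-6352 (6.41, others 5.02 to 5.10), hsa-miR-4716-3p (7.64, others 6.51 to 6.59) and mmu-miR-202-3p (8.84, others 7.27 to 7.54). Ovary replicate 4 was apart in mmu-miR-6352 (11.71, others 10.65 to 10.80). In the 9 other tissues, for which the paper lists no predominant entries, 695 calls of tissue-predominant entries were made.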

How the results depend on the processing

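The arrays of each scan alone and 3 arrays left out were alternatives chosen after seeing the data.

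Directions of calls were kept except for values near 0 of miR-202 entries in scan 1, and differences between ovary and testis that did not pass turned for the 5p entries of miR-202 without testis replicate 4. Entries over 10-fold in the ovary (32) numbered 64 and 56 under the 75th percentile of detected and of all features, 20 under normexp and 6 against every other tissue, where ovarian-predominant entries (109) numbered 60, by construction stricter. Entries higher in testis than in ovary (27) numbered 5 and 4 under these percentiles, 57 at an adjusted p under 0.05, 41 with at least 4 and 11 with at least 12 of 16 features, and 60 without the 3 arrays; the cause was not tested. These percentiles moved the median log2 fold of all entries in the ovary from -0.19 to 0.12 and -0.06. Without a filter on low signals, or with 1 sample enough, which here passes the same features because of brain replicate 2, the gap between the intestine and testis correlations of testis replicate 4 was 0.0429. With the replicate number as a replicate block the counts were 109, 32, 11559 differing features, 60, 84 and 27. Deviations of same-numbered samples correlated at a mean r of 0.0096 (from -0.516 to 0.512, with 59 pairs over 0.1), others at -0.0017, and 10 of 35 samples from females correlated best with their own number.

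In scan 1 alone, with 1 ovary and 1 testis sample, 23 entries were ovarian-predominant, 18 over 10-fold and 0 higher than each other tissue, 49 features differed, 10 entries differed between the gonads (10 higher in ovary, 0 in testis), 31 were predominant in other tissues and 15 list calls were made. The lone samples are assumed to vary like the others. The miR-202-3p differences were 0.181 and -0.353 there, and with testis replicate 4 alone the log2 fold of hsa-miR-202-5p, testis over the non-reproductive tissues, was -0.0315 and the log2 fold of mmu-miR-202-5p, testis over the non-reproductive tissues, -0.0227. In scan 2 alone 7551 features differed. Fewer arrays enter by construction.

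Leaving out each sample gave 87 to 113 ovarian-predominant entries, 28 to 33 over 10-fold, 10682 to 12508 differing features, 53 to 61 higher than each other tissue, 66 to 88 higher in ovary than in testis and 13 to 38 higher in testis, 635 to 801 in other tissues, 24 to 26 list calls, correlation gaps of 0.0701 to 0.0922 and miR-202-3p differences of -3.16 to -1.77 and -3.52 to -2.11. The count higher in testis was 14, 13 and 13 without ovary replicate 1, 2 or 3, and 17 and 15 without testis replicate 1 or 2. Of 1106 values of named entries under other settings 30 lost and 7 gained the call, and 2 more lost it with values near 0 of the other sign. The liver list (1 entry) numbered 0 without liver replicate 1, 2 or 3, by construction of the filter, and in scan 1, where the log2 fold of ola-miR-122 in the liver was 4.44 (adjusted p = 0.0086). Signal over background limits dim entries.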

Differences from the paper's values

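The thresholds are those of the paper, and alternatives named here were set before the data were examined unless stated.

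The paper reports 71 array entries as ovarian-predominant, and 109 were found here. The difference fell within 1.5 times with at least 12 of 16 features (89), the filter before normalization, no filter or 1 sample enough, and the slide as a block (104 each), the filter in every sample of a tissue and the authors' value table (99 each), normexp (84), the ovary against every other tissue (60), and without gills replicate 1 or 2, heart replicate 1, kidney replicate 1, ovary replicate 1, 2 or 3, or testis replicate 4 in turn (lowest 87). It also fell within on the arrays of scan 2 (100), chosen after seeing the data, and did not with the other alternatives.

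For human entries the paper gives 34 and 59 were found here. Within 1.5 times were at least 12 of 16 features (48), normexp (44), the ovary against every other tissue (31), and the count without ovary replicate 1, 2 or 3 (48, 48 and 49), and no other alternative. For medaka entries the paper gives 1 and 5 were found here, and the ovary against every other tissue alone gave the paper's value of 1.

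For miRNAs over 10-fold the paper gives 20 and 32 were found here. Normexp gave the paper's value, 20, with 14 of the paper's candidates among them. Within 1.5 times were also at least 12 of 16 features (28), the authors' value table (29), limma on entry means (30) and the count without ovary replicate 1, 2 or 3 (30, 28 and 30), and, chosen after seeing the data, the arrays of scan 1 (18) and of scan 2 (30), and no other alternative.

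Distinct names numbered 91 without the arm and 99 with it, and the paper gives 66. The paper lists mmu-miR-743a-3p among its candidates, whereas 0 of its features passed the filter here and no setting called it.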

Other observations

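The test of clusters over all entries on the array was added after the result over the tested entries was seen, and no other test in this part was chosen so. In the lists an entry counts as higher by limma on its level, not by the number of its features.

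Of the miRNAs fixed in advance for the brain, 11 of 12 tested were higher there, among them ola-miR-9a-5p (at least 114-fold), and 5 of them (ola-miR-9a-5p, ola-miR-9a-3p, ola-miR-124-3p, ola-miR-138 and dre-miR-219-5p) were also higher in the bone. Of 5 for striated muscle, 4 were higher in the muscle and 3 in the heart, where 1 was lower, 4 in the bone (ola-miR-1-3p, ola-miR-133-3p, ola-miR-133-5p and ola-miR-206) and 1, ola-miR-206, in the gills. Both for smooth muscle were higher in ovary, testis and intestine, both for the endothelium (miR-126) in the heart, all 5 for the intestine in the intestine, of which ola-miR-192-5p was also higher in the liver, and 1 of 1 for the liver in the liver. Of 6 epithelial miRNAs, 5 were higher in the gills, 4 in the intestine, 4 in the kidney, 1 in the muscle and 0 in the ovary. Of 4 blood cell miRNAs, 2 were higher in gills and kidney, and 1 in heart, intestine and ovary. The gonad list (dre-miR-202-3p) was higher in ovary and testis. None of 8 for ciliated or male germ cells could be tested. The 1 tested for fish oocytes, ola-miR-430c, was not called higher in the ovary (log2 fold 0.76) but was in the testis (log2 fold 1.16). Of 6 let-7 members ola-let-7g was higher in brain, ola-let-7e in gills and 5 were lower in the liver, and of 6 of the miR-17 family 1, ola-miR-18, was higher in ovary and testis. Each of these counts was the same when adjusted over the list alone.

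Of 12 tested miRNAs of the mammalian X-linked testis cluster 6 were ovarian-predominant (50% against 10.1% of other entries, odds ratio 8.88, Fisher's exact p = 0.00066, adjusted over 3 clusters 0.0020). For the 14q32 cluster it was 2 of 16 (12.5%, Fisher's exact p = 0.682) and for the chromosome 19 cluster 0 of 2 (Fisher's exact p = 1). The filter on low signals is passed in part through the ovary signal itself. Over all entries on the array, the X-linked cluster had 6 of 84 (7.14% against 2.77%, odds ratio 2.70, Fisher's exact p = 0.0323, adjusted over 3 clusters 0.0968), which did not pass, so no enrichment is claimed. Entries of the 3 mammals for 1 miRNA are not independent.

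For each count, 100 splits of the arrays into groups of the same sizes were used, the real one included. A count as large came in 1 split, the real one. The real grouping thus gave larger counts than the random groupings drawn, narrowly in the liver. Such a test cannot go below 1 in 100. The splits mixed all tissues, so they do not address single entries. The real value and the highest of the other splits were 109 and 0 for ovarian-predominant entries, 32 and 0 for those over 10-fold, 60 and 0 for the ovary against each tissue, and 11580 and 963 for differing features. They were 56 and 1 for the bone, 161 and 3 for the brain, 82 and 62 for the gills, 60 and 29 for the heart, 64 and 0 for the intestine, 52 and 7 for the kidney, 45 and 2 for the muscle, and 41 and 0 for the testis. In the liver the highest other split gave 131, 3 entries below the real count. The gill value of 62 came from a group of kidney replicate 1 and ovary replicates 1 to 3, and the liver value from brain replicates 1, 2 and 4. For ovary against testis, 1 of 35 splits, the real one, gave 111 entries, and the highest other gave 13.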
